# Transcriptomic alterations during ageing reflect the shift from cancer to degenerative diseases in the elderly

**DOI:** 10.1038/s41467-017-02395-2

**Published:** 2018-01-30

**Authors:** Peer Aramillo Irizar, Sascha Schäuble, Daniela Esser, Marco Groth, Christiane Frahm, Steffen Priebe, Mario Baumgart, Nils Hartmann, Shiva Marthandan, Uwe Menzel, Jule Müller, Silvio Schmidt, Volker Ast, Amke Caliebe, Rainer König, Michael Krawczak, Michael Ristow, Stefan Schuster, Alessandro Cellerino, Stephan Diekmann, Christoph Englert, Peter Hemmerich, Jürgen Sühnel, Reinhard Guthke, Otto W. Witte, Matthias Platzer, Eytan Ruppin, Christoph Kaleta

**Keywords:** Computational biology and bioinformatics, Ageing, Genetic association study, Cancer

## Abstract

Disease epidemiology during ageing shows a transition from cancer to degenerative chronic disorders as dominant contributors to mortality in the old. Nevertheless, it has remained unclear to what extent molecular signatures of ageing reflect this phenomenon. Here we report on the identification of a conserved transcriptomic signature of ageing based on gene expression data from four vertebrate species across four tissues. We find that ageing-associated transcriptomic changes follow trajectories similar to the transcriptional alterations observed in degenerative ageing diseases but are in opposite direction to the transcriptomic alterations observed in cancer. We confirm the existence of a similar antagonism on the genomic level, where a majority of shared risk alleles which increase the risk of cancer decrease the risk of chronic degenerative disorders and vice versa. These results reveal a fundamental trade-off between cancer and degenerative ageing diseases that sheds light on the pronounced shift in their epidemiology during ageing.

## Abstract (web summary)

Ageing is associated with a pronounced shift in mortality from cancer to degenerative diseases. Here, the authors show that in concordance with this shift, conserved transcriptional alterations during ageing across four vertebrates align with degenerative diseases but are opposite to those in cancer.

## Introduction

The process of ageing has been studied across many diverse species and is recognized as the dominant risk factor for most human diseases^1,2^. There is a remarkable conservation of ageing-associated pathologies such as cancer, cardiovascular disease, as well as cognitive decline across vertebrates,^3–5^ and a strong association between life-history traits and gene expression across the mammalian tree of life^6^. Despite these similarities, previous studies that have investigated transcriptomic signatures of ageing have identified only few genes that show a conserved transcriptional regulation across species^7–11^. In consequence, even though a number of ageing-associated transcriptomic changes have been linked to lifespan^10,12,13^, the relationship between ageing-associated transcriptional changes as well as ageing-associated pathologies has remained largely unclear^8,14^. This is quite surprising as it has been shown that human diseases including ageing-associated pathologies are often associated with specific transcriptional signatures and that reverting these gene expression states back to their original healthy patterns can successfully point to potential treatments^15–17^.

One particular reason for this discrepancy might be the prevailing view that ageing-associated changes necessarily have to promote ageing-associated diseases such as cancer, cardiovascular diseases, neurodegenerative diseases and metabolic diseases. Thus, when investigating the influence of ageing-associated changes on ageing diseases it is often not taken into account that ageing might have different influences on specific ageing disorders^8,18,19^. Indeed, as reported previously in the context of cancer^20^, epidemiological data shows pronounced shifts in the cause of mortality between different subtypes of diseases during ageing (Fig. 1a). In particular, the contribution of cancer to all-cause mortality is highest among the 60 year olds, and then steadily decreases while the contribution of degenerative disorders gradually increases (Fig. 1a). This inverse pattern manifests also when examining the incidence of these disorders (measuring the number of new diagnoses of a disease relative to population size). Here the incidence of degenerative ageing-associated diseases keeps rising monotonically to the oldest old while cancer incidence peaks in the 75–84 year olds and then tapers off (Fig. 1b, cf. ref. 20). Furthermore, malignant transformation rates, which measure the rate at which pre-malignant cells progress through the steps of carcinogenesis, grow most rapidly at the age of 50 and decline across all cancer types above the age of 70 years (Fig. 1c, Supplementary Note 1). Similar observations characterize ageing-associated cancer mortality in mice (Supplementary Note 1). Pathologically, these ageing-associated changes in cancer epidemiology are reflected by slower growth, a reduced metastatic potential and a generally reduced life-threatening potential of cancer in the oldest old^21^. Different explanations for these observations, including the antagonistic role of some tumor suppressive mechanisms on degenerative ageing disorders and antagonisms between individual disorders, have been discussed^20,22–25^. However, the underlying causes for the marked difference in ageing-associated epidemiology between cancer and degenerative diseases in the old have remained unclear^20,22^.

**Fig. 1:**
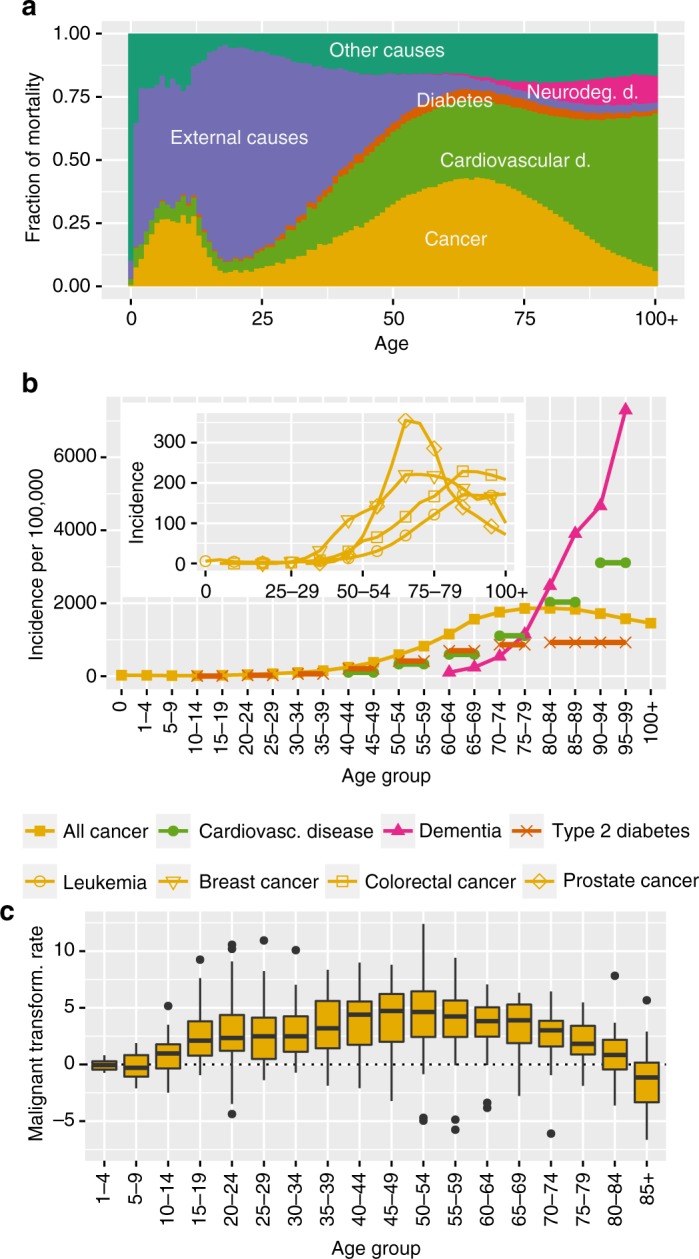
Epidemiology of ageing-associated diseases. **a** Contribution of different disease categories to total human mortality (Supplementary Note 1). **b** First diagnosis (incidence) of ageing-associated diseases and several cancer types (inset) across age groups. Lines across several age groups indicate cases in which only data combining several age groups was available (Supplementary Note 1). **c** Malignant transformation rates across 34 types of cancer across age groups. The center line corresponds to the median, box limits to 25th and 75th percentiles and whiskers to 1.5 times the interquartile range

On the basis of these observations, we hypothesized that transcriptomic alterations may account for the shift from cancer to degenerative diseases in the late stages of ageing. To address this hypothesis, we generate a comprehensive transcriptomic data set of ageing covering four tissues in four different vertebrate model organisms. Analyzing this data, we find that the ageing transcriptome is associated with a shift toward the expression signatures of chronic degenerative diseases (cardiovascular, metabolic and neurodegenerative disorders) while it shifts away from cancer-associated gene expression signatures. Considering genomic risk variants associated with susceptibility to ageing-associated diseases, we find a strikingly similar antagonistic trend, whereby shared risk alleles between cancer and degenerative disorders antagonistically predispose to either type of disease while protecting from the other. These results provide a clear link between ageing-associated transcriptomic changes as well as ageing diseases and reveal a fundamental, conserved trade-off between the molecular changes occurring in cancer and degenerative disorders of ageing.

## Results

### A conserved functional signature of transcriptomic ageing

To investigate the hypothesis that ageing-associated transcriptomic alterations are linked to pronounced shifts in the epidemiology of ageing-associated diseases, we analyzed a cross-species ageing transcriptomic data set covering 531 samples including five ageing time points (Supplementary Note 2 and Supplementary Fig. 1) and four tissues (blood, brain, liver and skin) in four model organisms of ageing: humans, mice, the zebrafish *Danio rerio* and the short-lived killifish *Nothobranchius furzeri* (Supplementary Fig. 1 and Supplementary Note 2). All samples (of which 297 are first presented in this study) were generated on the same platform following standardized protocols (Methods). Apart from mouse, human and zebrafish as most important vertebrate model organisms of ageing, we included data from *N*. *furzeri* which is the shortest-lived vertebrate with an average lifespan of three months for the shortest-lived strain^26^ and shows a high concordance in its ageing phenotypes with other vertebrates^5^.

Previous studies have reported only little overlap in ageing-associated differential expression of individual genes between species^7,8^. Thus, to obtain a transcriptomic signature of ageing, we assessed ageing-associated changes on an aggregate, functional level by determining conserved differentially regulated processes (Methods). Processes were derived across three different ontologies: Gene Ontology^27^, KEGG Pathway^28^ and a genome-scale reconstruction of human metabolism^29^ (Methods section). As the number of differentially regulated processes across species increases steadily with age for all ontologies considered (Supplementary Fig. 2), we chose the first and the two last sampled time points (cf. Supplementary Note 2) for deriving a transcriptomic signature of ageing. Using unbalanced type-II analysis of variance, we find 171 of 900 processes that are significantly differentially regulated using Gene Ontology, 18 of 74 processes for KEGG Pathways and 10 of 43 human metabolic pathways (Fig. 2, Methods section). Most of the processes differentially regulated between individual age groups were also differentially regulated in the comparison between the young and the two old age groups (Methods section). This functional ageing signature shows a high concordance with previously reported ageing-associated transcriptional changes in individual species and tissues: we find an induction of the immune system, indicative of the low-grade inflammation in the elderly^30^, downregulation of cell cycle-associated processes^31^ and downregulation of many developmental as well as cell differentiation pathways^32^. In addition, we detected an upregulation of glycan degradation pathways, the downregulation of co-factor-associated metabolic processes and a pronounced induction of several signaling pathways. In difference from previous studies^7,8^, we observe a strong conservation of ageing-associated changes on a functional level both across species (including humans) as well as across tissues (Supplementary Fig. 3 and Supplementary Note 3), also on the level of individual genes (Supplementary Note 3).

**Fig. 2:**
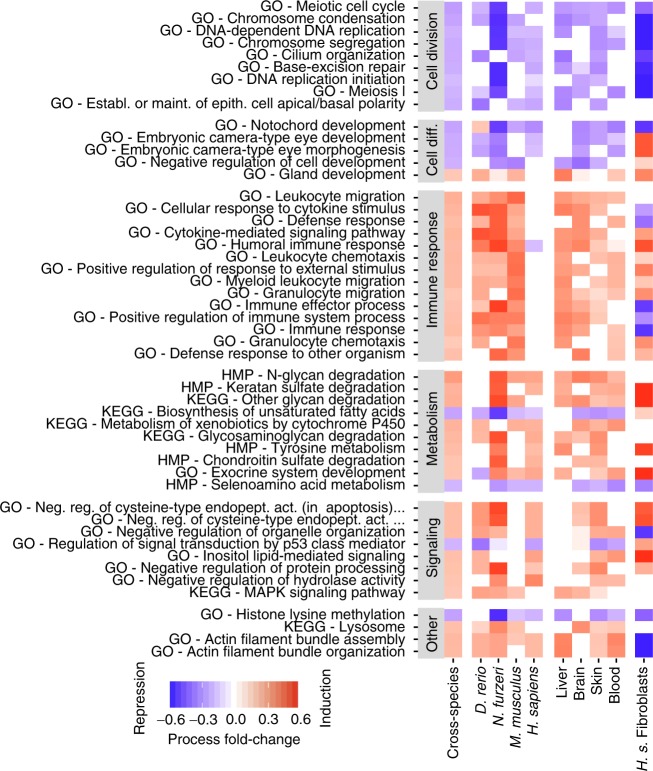
Ageing-associated transcriptional changes across species and tissues. The top 50 differentially expressed processes between young and old individuals in the cross-species comparison are shown across all three ontologies (indicated in front of the labels). The first column displays the main processes altered across all samples followed by columns presenting the results for individual species and tissues across species (only significantly ageing-regulated processes are displayed). Processes are grouped into functional categories and ordered in each category separately according to the *p-*value of ageing (see Methods). Abbreviations: HMP human metabolic pathways, *H*.*s*.* Homo sapien*s, GO gene ontology, KEGG Kyoto Encyclopedia of Genes and Genome

### Association with cancer and degenerative diseases

To quantify the similarity between ageing and disease-associated transcriptomic data we defined an ageing-mediated disease alignment score (AMDA score, Methods section). The AMDA score is positive if ageing aligns the transcriptome with that of a given disease, that is, ageing is associated with similar changes in the transcriptome to that observed in a disease vs. healthy controls (called disease signature alignment). The AMDA is negative if ageing moves the transcriptome away from a disease signature, that is, ageing is associated with transcriptomic changes that are opposite to those observed in disease vs. healthy controls (called disease signature reversion). Please note that the AMDA by its definition measures the shift toward or away from a disease signature and hence does not imply that a particular tissue has a specific disease state.

We determined AMDA scores for 22 ageing-associated data sets and 30 data sets of different human ageing-associated diseases. The 22 ageing data sets include the data sets that we have generated and reviewed above, tissue-specific ageing signatures and previously reported human age-regulated gene sets (Supplementary Note 2). Hence, we did not only include gene sets based on differentially regulated processes but also on the basis of differentially expressed genes in the individual species and tissues. The 30 disease data sets include 14 different cancer data sets, 7 cardiovascular diseases data sets, 5 data sets of neurodegenerative diseases and 4 type 2 diabetes data sets (Supplementary Note 2). For cancer, data sets originates from affected tissue while for degenerative diseases data mostly originates from blood (Fig. 3) or affected tissue in several cases.

**Fig. 3:**
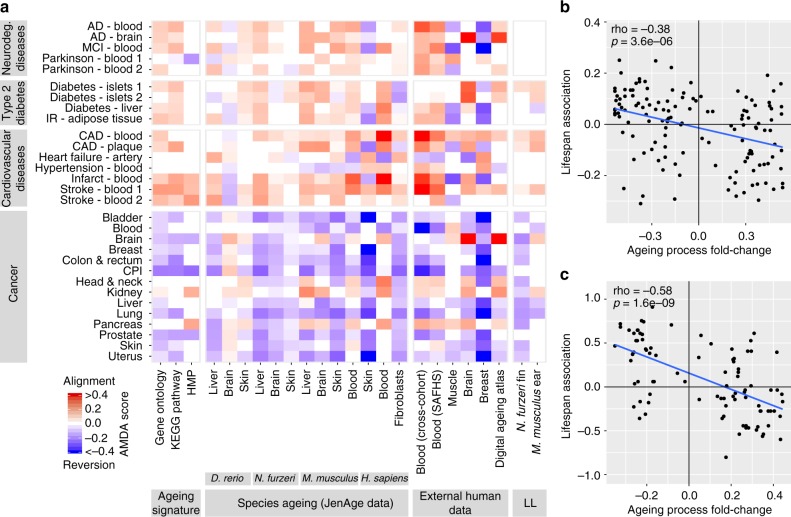
Association of ageing-associated gene expression changes with ageing diseases and lifespan. **a** Ageing-mediated disease alignment scores (AMDA scores) for different ageing (*x* axis) and disease data sets (*y* axis). Abbreviations: AD Alzheimer’s disease, CAD coronary artery disease, CPI cancer proliferation index, cross-cohort cross-cohort study of blood ageing, HMP human metabolic pathways, IR insulin resistance, LL longitudinal ageing data, MCI mild cognitive impairment; SAFHS, San Antonio Family Heart Study. **b**, **c** Correlations between activity changes of processes during ageing (*x* axis) and their lifespan-associations (*y* axis, Pearson correlation) for *N. furzeri* (**b**) and mouse (**c**). The corresponding test statistics are provided in Supplementary Data 1

Computing the AMDA scores using these data we find that the expression signature of old individuals is shifted toward the signature of patients with cardiovascular diseases (including hypertension and atherosclerosis), neurodegenerative diseases (including mild cognitive impairment) and type 2 diabetes (including insulin resistance), compared to young individuals. However, ageing moves the transcriptome away from cancer-associated gene expression signatures (Fig. 3a). Examining the transcriptomic changes occurring in cancer driver genes, oncogenes are enriched with ageing-repressed genes while tumor suppressors as well as genes that are frequently lost during tumorigenesis are enriched with ageing-induced genes (Supplementary Note 4).

Cellular senescence has been demonstrated to contribute to ageing-associated pathologies^33^ and senescent cells have been reported to accumulate with age in many tissues across species^34,35^. We, therefore, tested to which extent cellular senescence contributes to the observed shifts in the ageing transcriptome relative to ageing diseases. We found that after removing gene sets from the analysis that are differentially expressed in senescing cell cultures or belong to proliferation-associated processes, we still observe a strong alignment of the ageing transcriptome with the expression signatures of degenerative ageing diseases and a reversal of the expression signature of cancer (Supplementary Fig. 4).

We further tested whether ageing-mediated disease alignment scores also reflect changes in cancer epidemiology in the middle age. This age group from 30 to 45 years is associated with considerable changes in human reproductive biology^36,37^ and shows a marked increase in malignant transformation rates (Fig. 1). For these age groups, in contrast to later age groups, we observed a strong alignment of the transcriptome with cancer in agreement with an acceleration of cancer incidence observed from malignant transformation rates (Supplementary Note 5).

### Comparison of longitudinal and cohort ageing

Next, we performed a longitudinal analysis of ageing-mediated disease alignment at the individual’s level, asking how they are associated with lifespan. To this end, we analyzed mice and *N*. *furzeri* ageing transcriptomic data for which samples were obtained at two time points of ageing from the same individual (Methods section). 

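For the mouse part of this comparison, RNA was sequenced from ear biopsies of 8 male C57BL/6J mice, an inbred laboratory strain. Each mouse was clipped at 24 months in the first ear and at 30 months in the second ear, which gave 16 libraries in 8 within-animal pairs. The mice are named here by their numbers (13, 14, 21, 29, 43, 50, 64 and 75). The authors aligned the single-end reads to the mouse genome GRCm38 and deposited the number of reads counted on each gene, without normalization, for 45706 genes listed by Ensembl identifier. Between 27494852 and 35527197 reads per library were counted on genes at 24 months (median 28877001) and between 22967222 and 36162431 at 30 months (median 29138399). A further 18.7% to 21.1% of the reads in the table fell outside genes or on several genes at once and were left out. With them, the table holds 28402462 to 44844424 reads per library (median 36328516), beside the around 40000000 to 60000000 sequenced reads per sample that the paper gives for all its libraries. These are different quantities, since the table lists 0 reads as unaligned or aligned to several places, and the sequenced depth cannot be read from it. All values given for these mice use the reads counted on genes. The sample labels give exact ages of 23.8 to 24.4 months for the first biopsy and 29.0 to 30.1 months for the second and call them young and old, whereas the paper gives 24 and 30 months and treats both as old, and the paper's ages are used here. By the labels, the biopsies of a mouse lay 5.0 to 6.3 months apart. The ages at death in the paper's Supplementary Data 1 range from 30.9 to 33.5 months (median 32.0). The labels and the paper's text name no sequencing batch.
Single genes were tested on the counts with edgeR's quasi-likelihood test, with the mouse as a block, over the 21526 genes that passed its filter on low counts. Process activity followed the paper's definition as the summed expression of the genes of a process. RPKM values were computed with exon lengths of GENCODE release M21, which uses the same genome build as the authors but another annotation release, and genes with an RPKM of 0 in any library were excluded. The change of a process was the log2 of its summed RPKM at 30 months minus that at 24 months in the same mouse. The GO gene lists behind the paper's processes were not used here. In their place, 5 lists were written from general knowledge before the data were examined: cell division (115 genes), immune response (181 genes), humoral immune response (30 genes), lysosome and glycan degradation (42 genes), and collagen and extracellular matrix (50 genes). They carry names like the paper's processes but not the same members. A sum is governed by its most highly expressed genes: B2m alone made up 21.9% of the immune response sum and Dcn 24.0% of the collagen sum. Other choices that could change the values are the library size used for scaling, the filter on low counts, the block on the mouse and the weight of each gene in a process.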

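In the ears of the 8 mice, none of the 21526 genes tested reached an adjusted p-value under 0.05 between 24 and 30 months (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05 there were 2593 genes, 1047 higher and 1546 lower at 30 months, against 1076 expected by chance. Genes are not independent, so this number can vary widely. When ages were exchanged within mice at random, the other assignments drawn had a median of 715 such genes and at most 2462. Exchanging the ages of mouse 43 alone gave 3997. The excess of lower genes was not kept without mouse 43 (1927 higher, 1845 lower), without mouse 13 (1237 and 1211) or without the block on the mouse (1708 and 1633). It was kept in the other fits. The alternative that most moved the number of genes past the adjusted threshold was DESeq2's Wald test, which called 240 genes (78 higher, 162 lower). Of 6 mouse genes taken from the paper's text, Cdkn2a, the gene of p16INK4a and of a further protein whose reads are counted with it (ENSMUSG00000044303, GRCm38 chromosome 4, 89274471 to 89294653) rose from 0.223 ± 0.067 to 0.567 ± 0.512 CPM (TMM-normalized counts scaled to library size, SD, n = 8 mice), a log2 fold change of 1.11 (standard error 0.34, adjusted p = 0.288 from edgeR over all genes tested), and was higher in 8 of 8 mice. Its level is the lowest of the 6, and with each mouse left out in turn its log2 fold change stayed between 0.82 and 1.25. Cebpb (ENSMUSG00000056501, chromosome 2, 167688915 to 167690418) rose from 25.9 ± 2.10 to 30.7 ± 3.36 CPM, a log2 fold change of 0.24 (standard error 0.074, adjusted p = 0.288 from edgeR), and was higher in 7 of 8 mice. Apoe was also higher in 7 of 8 mice, with a log2 fold change of 0.22 (adjusted p = 0.366 from edgeR). The log2 fold changes of E2f1 (-0.20), Sh2b3 (0.05) and Foxo3 (-0.02) were smaller than their standard errors, and their sign depended on which mouse was left out: E2f1 was at 0.07 without mouse 29, Sh2b3 at -0.01 without mouse 50, and Foxo3 at 0.06 without mouse 21, 0.03 without mouse 50 and 0.01 without mouse 13. Adjusted over the list alone, 2 of these 6 genes passed 0.05 (Cdkn2a and Cebpb, adjusted p = 0.0248 each from edgeR), and 0 when adjusted over all genes tested.
For each of the 5 process lists, the average change was smaller than the spread between mice. The change in activity was 0.33 ± 0.76 on the log2 scale (SD, n = 8) for immune response, which was higher at 30 months in 5 of 8 mice, and 0.36 ± 0.70 for humoral immune response, higher in 6 of 8. Lysosome and glycan degradation changed by 0.13 ± 0.32 and was higher in 4 of 8 mice. Cell division changed by -0.09 ± 0.40 and was higher in 3 of 8 mice, and collagen and extracellular matrix by -0.10 ± 0.65, higher in 2 of 8. No change passed the threshold in a two-sided exact sign-flip permutation test over the 8 mice, with p = 0.289 for immune response, 0.164 for humoral immune response, 0.320 for lysosome, 0.578 for cell division and 0.719 for collagen. The smallest of these after Benjamini-Hochberg adjustment over the 5 lists was 0.534, and the smallest p that 8 mice allow is 0.00781. Mouse 50 had the largest rise in 4 of the 5 lists. Without it the changes were 0.09 for immune response, 0.15 for humoral immune response, 0.04 for lysosome and -0.32 for collagen. The collagen change was -0.03 without mouse 13, -0.04 without mouse 64 and -0.05 without mouse 14 or mouse 29. Cell division moved to 0.03 without mouse 29 and to -0.17 without mouse 43. Among the alternatives that keep all mice, equal weight for each gene moved the changes most, to 0.17 for humoral immune response, 0.06 for lysosome and -0.15 for cell division. Within the lists, 0 genes had a p-value under 0.05 adjusted over the list alone and 0 when adjusted over all genes, and at an unadjusted p under 0.05 there were 17 of the 171 tested genes of immune response (8.55 expected by chance), 4 of 50 for collagen, 2 of 114 for cell division, and 1 each for lysosome and humoral immune response.

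**Figure D1:**
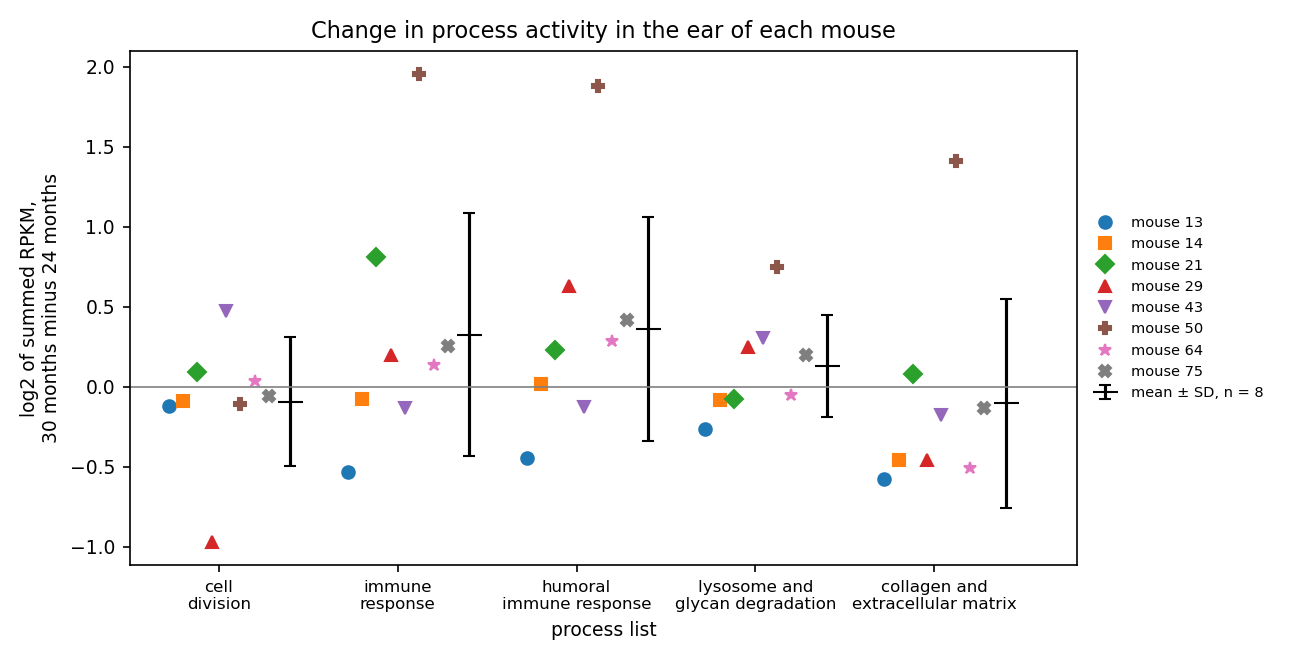
Change in summed RPKM (log2, 30 months minus 24 months) of the 5 process lists, with a point for each of the 8 mice and the mean ± SD in black. Mouse 50 lies highest for immune response (1.95), humoral immune response (1.88), lysosome (0.75) and collagen (1.41), and mouse 29 lowest for cell division (-0.97).

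In the paper's Supplementary Data 1, the alignment scores of the longitudinal mouse data, which use the authors' own gene sets and disease data sets, are negative for 10 of 14 cancer data sets, 3 of them with the paper's p under 0.05, and 2 of the 14 have a positive score with the paper's p under 0.05. For the degenerative diseases the paper's scores are positive in 11 of 16 data sets, 5 of them with the paper's p under 0.05, and 1 of the 16 is negative at that level.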

As in the cross-sectional analysis, the observed longitudinal ageing-associated changes occur in an opposite trend to gene expression signatures of cancer and are aligned with the expression signature of degenerative diseases (Fig. 3a), involving similar processes (Supplementary Note 6). We obtain similar results when considering subsets of age groups in our data for which the influence of cohort effects (changes in gene expression between age groups due to more susceptible individuals dying first) is mitigated (Supplementary Note 7). These results suggest that the observed ageing-associated transcriptomic changes occur as a part of the ageing process in individuals. 

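Gene sets covering all processes were examined in the ears of the same mice with camera, which tests whether the genes of a set move together against all others in the paired model. Of 899 mouse Reactome pathways with 10 to 500 tested genes, 78 had an adjusted p-value under 0.05 (camera with an inter-gene correlation of 0.01, Benjamini-Hochberg adjustment), 72 higher and 6 lower at 30 months. The pathways named here were picked after their values were seen, and many share genes. Genes of translation and the ribosome rose, as in Eukaryotic Translation Termination (87 genes, median log2 change 0.11, higher in 5 of 8 mice, adjusted p = 9.32e-05). So did antigen presentation, as in the larger of the 2 sets named ER-Phagosome pathway (78 genes, median log2 change 0.11, higher in 6 of 8 mice, adjusted p = 0.000286). Collagen biosynthesis and modifying enzymes fell (57 genes, median log2 change -0.20, lower in 8 of 8 mice, adjusted p = 9.46e-05), as did Mitotic Prometaphase (99 genes, median log2 change -0.11, higher in 4 of 8 mice, adjusted p = 0.0242). Summed collagen expression did not fall in every mouse. The summed collagen and extracellular matrix list, which has other members, was higher in 2 of 8 mice, by 1.41 on the log2 scale in mouse 50. Mitotic Prometaphase moved to 0.228 in camera once trends on gene length and GC content were removed. Resolution of Sister Chromatid Cohesion fell too (91 genes, median log2 change -0.11, higher in 3 of 8 mice). CDT1 association with the CDC6:ORC:origin complex, a set with a cell cycle name, rose (57 genes, median log2 change 0.07, higher in 5 of 8 mice, adjusted p = 0.0103 in camera). Sets named for the proteasome rose about as much, as in Degradation of GLI1 by the proteasome (57 genes, median log2 change 0.06, higher in 5 of 8 mice). Genes shared between these sets were not examined, so this rise cannot be read as one of the cell cycle. Striated Muscle Contraction rose too (31 genes, median log2 change 0.40, higher in 5 of 8 mice, adjusted p = 0.00735). Most of the rises were small and uneven between mice: 59 of the 72 higher pathways rose in 5 mice or fewer, and 0 rose in all 8. None of the 78 calls held under fry, a rotation test that allows for the correlation between genes in these libraries. Unlike camera, fry asks whether a set changes at all, not whether it changes against the other genes. Under fry, 37 of the 899 pathways had an unadjusted p under 0.05, against 45.0 expected by chance. Of the 78 called by camera, 12 did so, and all 78 had the same direction. In fits chosen after seeing the data, the number of pathways past the threshold fell to 16 without mouse 64, 29 without mouse 21, 34 without mouse 14 and 36 without mouse 75, and rose to 101 without mouse 29 or without mouse 50. The split moved as well, to 75 higher and 17 lower without mouse 43, 83 and 18 without mouse 50, and 13 and 3 without mouse 64. In the paper's table of 92 processes in Supplementary Data 1, the longitudinal and the cross-sectional change have a Spearman correlation of 0.464 across processes and the same sign for 57. Of the 54 processes that are higher cross-sectionally in the paper's table, 25 are also higher longitudinally, and of the 38 lower ones, 32 are also lower.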

Changes in population heterogeneity, which arise due to an earlier death of individuals that are more susceptible to specific diseases, thus appear to have only small impact on the transcriptomic signature which we have identified.

As expected, the activities of processes induced during ageing are negatively correlated with lifespan while the activity of processes repressed during ageing shows mostly positive correlations (Fig. 3b, c). Thus, despite the ageing-associated reversion of cancer gene expression signatures, there is an overall negative association with lifespan.

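In the ear biopsies, the change of each process list was set against age at death over the 8 mice. Spearman's rho was 0.65 for cell division, -0.60 for immune response, -0.68 for humoral immune response, -0.30 for lysosome and glycan degradation and -0.44 for collagen and extracellular matrix. The paper's own values for processes of the same name, with its own gene lists, are -0.467 for immune response and -0.563 for humoral immune response, which its Supplementary Data 1 describes as Spearman correlations, whereas the legend of Fig. 3 names Pearson correlation for the lifespan associations. Over 8 mice, rho has to reach 0.73 in size for an exact p under 0.05, and none of the 5 lists did so with these values. The two-sided exact permutation p-values over all orders of the ages at death were 0.0918 for cell division, 0.125 for immune response, 0.0729 for humoral immune response, 0.468 for lysosome and 0.273 for collagen. After Benjamini-Hochberg adjustment over these 5 relations they were 0.208 for the first 3, 0.468 for lysosome and 0.341 for collagen. Pearson's r was 0.66 for cell division (exact permutation p = 0.0479, adjusted 0.127), -0.56 for immune response (p = 0.147, adjusted 0.244), -0.66 for humoral immune response (p = 0.0507, adjusted 0.127), -0.48 for lysosome (p = 0.230, adjusted 0.253) and -0.47 for collagen (p = 0.253, adjusted 0.253). Without mice 43 and 64, which lie farthest from the median age at death, r was 0.49 for cell division (exact permutation p = 0.324), so that this relation rests partly on those mice. It was -0.59 for immune response (p = 0.217), -0.79 for humoral immune response (p = 0.0528), -0.81 for lysosome (p = 0.0417) and -0.49 for collagen (p = 0.347) in the same exact permutation test. Single mice mattered in other ways as well. Without mouse 13, rho for cell division was 0.90 (exact permutation p = 0.00952, adjusted 0.0476 over the 5 lists), without mouse 43 it was 0.50, and without mouse 50 rho for lysosome was 0.05, for immune response -0.40 and for collagen -0.16. With equal weight for each gene, rho was -0.38 for immune response and -0.25 for collagen. With RPKM scaled by the TMM library size, rho was 0.77 for cell division (exact permutation p = 0.0324, adjusted 0.162) and -0.48 for lysosome, and with the change per month it was -0.20 for collagen. With no batch named for these libraries, the relations could not be recomputed within batches. By the labels, the second biopsies were all taken at 29.0 to 30.1 months, 0.9 to 3.7 months before death. A relation with age at death therefore cannot be told apart from one with closeness of death at the second biopsy.

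**Figure D2:**
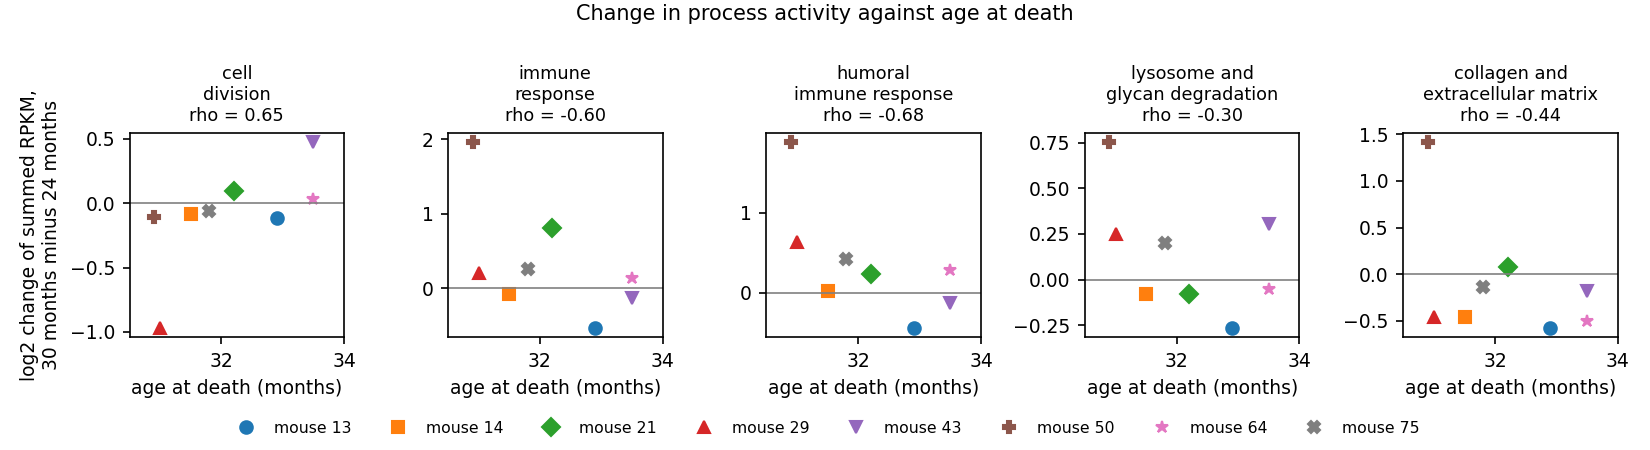
Change in summed RPKM of each process list (log2, 30 months minus 24 months, each panel with its own scale) against age at death in months, with a point for each of the 8 mice and Spearman's rho above each panel. Mouse 50, which died at 30.9 months, has the largest rise in 4 panels, and mice 43 and 64 died oldest, both at 33.5 months.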

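The same relation was computed across all genes and pathways of the ear libraries, with the mean change between the biopsies on one side and the rank correlation of the change with age at death on the other. Across 22277 genes the Spearman correlation was -0.26. Across 908 Reactome pathways, with the summed RPKM of each, it was -0.36: of the 523 pathways that rose, 316 were negatively correlated with age at death, and of the 385 that fell, 217 were positively correlated. Genes and pathways are not independent replicates, so the ages at death were exchanged between the 8 mice instead. In this two-sided exact permutation test, correlations as large were reached with p = 0.187 across genes and p = 0.333 across pathways. The standard deviation of the correlation over these exchanges was 0.19 for genes and 0.33 for pathways. Pearson's correlation was -0.33 across genes (exact permutation p = 0.0657) and -0.42 across pathways (exact permutation p = 0.158). Without mouse 43 the Spearman correlations were -0.05 across genes and -0.11 across pathways, and without mouse 29 that across pathways was -0.23. The number of genes whose change was correlated with age at death at an exact p under 0.05 was 1063, beside a median of 1004 when the ages were exchanged (p = 0.447, exact permutation test). For pathways these numbers were 74 and 37 (p = 0.170, exact permutation test). In the paper's table, the Spearman correlation of the lifespan association across processes is -0.578 with the cross-sectional change (p = 1.55e-09 when each process is counted as independent) and -0.546 with the longitudinal change. Since processes that rise with age tend to correlate negatively with lifespan and those that fall positively, the paper reasons that ageing-associated changes have an overall negative association with lifespan even though they move away from cancer signatures.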

### Key drivers of ageing-mediated disease alignment

To assess which of the ageing-regulated processes has the strongest impact on the alignment between ageing and disease signatures, we defined a disease alignment contribution (DAC) score. This score measures the contribution of genes belonging to a specific process to the overall alignment of disease-specific expression signatures with ageing (a positive score denotes a process whose genes shift the ageing signature toward the given disease and a negative score denotes an inverse trend, cf. Methods section and Supplementary Note 8). The top ranking DAC score processes show the same direction of changes in the chronic degenerative diseases surveyed but an opposite one in cancer (Fig. 4a, b). Thus, processes induced in cancer are downregulated in degenerative diseases and vice versa. This antagonism is also visible in a multi-dimensional scaling plot including all ageing and disease data, where the degenerative disease samples cluster together with the ageing data while cancer samples form a separate cluster (Fig. 4c, d, Supplementary Note 8). The upregulation of immune-associated and cell cycle-associated processes most strongly contributes to ageing-mediated disease alignment, either when considering all or just the human ageing data (Fig. 4b). This is in concordance with the important role of chronic inflammatory processes in the genesis of cardiovascular diseases, neurodegenerative diseases and type 2 diabetes^2,30^ that drive tissue decline due to a constant activation of the immune response^38^. In context of cancer, the immune system, though often attributed a dual role^39,40^, is the principal systemic response against the development of cancer if cell-autonomous mechanisms for cancer prevention fail^41^, also reflected by the often immunosuppressive microenvironment of tumors^42^. Among the ageing-repressed processes, cell cycle-related functions (Figs. 2 and 4) show the strongest contribution to ageing-mediated disease alignment (Fig. 4b). This concurs with the role of cellular senescence as an important contributor to ageing-associated pathologies^33^. Moreover, cellular senescence is an essential tumor suppressive mechanism even though some aspects of the senescent phenotype can also contribute to tumorigenesis in pre-malignant cells^33^.

**Fig. 4:**
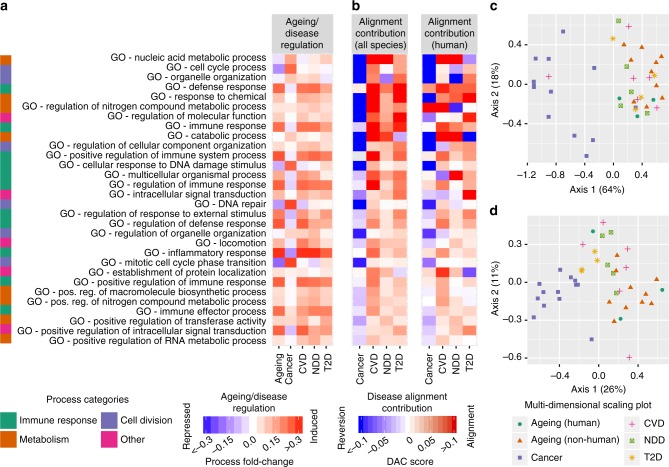
Role of ageing-regulated processes in disease signature alignment. **a** For each process, mean foldchanges of genes belonging to that process in the ageing and disease data sets are shown. Processes are sorted by average absolute DAC scores . **b** DAC scores of 30 top scoring processes across the four major disease categories for all ageing data (first column) and for human ageing data solely (second column). **c**, **d** Multi-dimensional scaling plot of disease and ageing-associated gene expression changes based on (**c**) process foldchanges and (**d**) gene expression foldchanges. Each point corresponds to a condition (disease or ageing data set); distances indicate similarity in gene expression changes between conditions. Numbers in brackets denote the variance explained by each axis. Abbreviations: CVD cardiovascular diseases, NDD neurodegenerative diseases, T2D type 2 diabetes

We sought to identify potential transcription factors that mediate the observed antagonism. To this end, we determined motifs that are enriched in the promoter regions of most consistently ageing-regulated genes using mSigDB^43^ (Supplementary Note 2). We found that binding sites of the transcription factors E2F1, NF-AT, CEBPB, and AP1 showed the strongest enrichment among these genes. Intriguingly, all of these transcription factors are important regulators of both cancer as well as degenerative ageing diseases and are key regulators of immune as well as cell cycle processes^44–50^. This supports their central role in mediating the antagonism between cancer and degenerative ageing diseases.

### Antagonism between ageing diseases on the genetic level

An intriguing quandary in the study of genetic determinants of human lifespan is the detection of yet only two genes that have been reproducibly associated with human longevity, ApoE and FOXO3A^51,52^. This is especially puzzling given the existence of hundreds of risk variants for ageing-associated diseases^53,54^ and sizable study populations^51^. Indeed, the very old seem to possess a comparable number of genomic risk variants as younger controls^55^. Given these previous observations, we hypothesized that, analogous to the antagonism between cancer and degenerative ageing diseases on the transcriptomic level, there might exist antagonistic effects occurring on the genomic level that may at least partially contribute to this paucity of genomic findings associated with human longevity. Thus, risk alleles that predispose to cancer may actually protect from degenerative ageing diseases and vice versa. Through such antagonistic effects, the influence of risk alleles on longevity would be reduced or even canceled out in the extreme case. In line with our hypothesis, for one of the two known lifespan-associated genes, ApoE^56^, only one variant shows an impact on lifespan while two other variants show no influence on lifespan but are antagonistically associated with age of onset of cancer and cardiovascular diseases^25^. While previous systematic studies have reported that ageing-related processes are enriched for shared genes that are associated with different types of ageing diseases^18,19^, they have failed to account for the direction of effects, that is, how alternative alleles at the same genomic location influence disease risks.

To test our hypothesis, we compiled a list of all known genomic single-nucleotide polymorphisms (SNPs) associated with human ageing-associated diseases from GWAS Catalog^57^. Subsequently, we identified risk SNPs shared between cancer and degenerative diseases and determined how alleles at these loci influenced disease risk, while accounting for shared heritability through linkage disequilibrium (Methods section). We defined synergistic risk SNPs as those for which the same allele predisposes to at least one type of cancer as well as one degenerative ageing disease and antagonistic risk SNPs as those where one allele predisposes to at least one type of cancer and the alternative allele to at least one degenerative ageing disease (Methods section). Thus, in the case of antagonistic risk SNPs, one allele predisposes to one type of disease while protecting from the other and vice versa.

Overall, we identified 12 independent genomic loci containing 40 shared risk SNPs between cancer and degenerative ageing-associated diseases with 36 of them being antagonistic and only 4 being synergistic risk SNPs (Fig. 5a, Supplementary Data 1). This represents a highly significant bias toward antagonistic risk SNPs (binomial test *p*-values of 7.28×10^−15^ and 1.99×10^−9^, comparing the frequency of antagonistic risk SNPs for degenerative ageing diseases and cancer to non-ageing-associated traits, respectively, Supplementary Note 8). In contrast, comparing degenerative diseases among each other, we identified an opposite bias, composed of 15 synergistic and 4 antagonistic risk SNPs (Fig. 5a, Supplementary Note 8). More generally, we find that cancer as well as degenerative ageing diseases tend to have more synergistic than antagonistic risk SNPs with other non-ageing-associated traits contained in GWAS catalog (Fig. 5b, c). Furthermore, the overlap of risk SNPs between cancer and degenerative ageing diseases is much larger than expected by chance based on the overlap between both individual disease categories and non-ageing-associated traits reported in GWAS catalog (Fig. 5b, c, Supplementary Note 8).

**Fig. 5:**
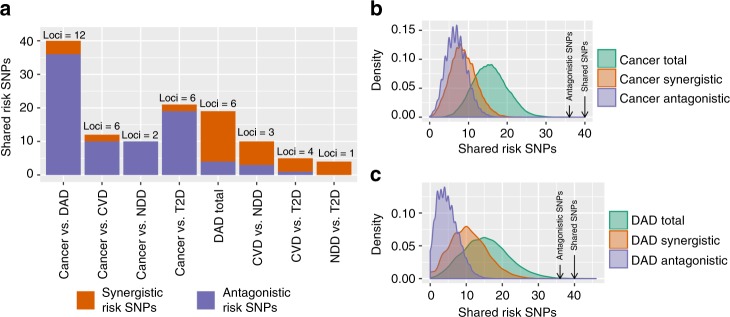
Antagonism between cancer and degenerative ageing diseases on the genetic level. **a** Shared synergistic and antagonistic risk SNPs between cancer and degenerative ageing diseases (DAD). “DAD total” indicates the total number of synergistic and antagonistic risk SNPs in the pairwise comparison between all three categories of degenerative ageing diseases. The total number of independent genomic loci in which the shared SNPs are contained is displayed on top of the bars. CVD cardiovascular diseases, NDD neurodegenerative diseases, T2D type 2 diabetes. **b** Randomization tests. Distributions depict the frequency at which the corresponding number of synergistic, antagonistic and total number of shared risk SNPs were encountered between cancer risk SNPs and randomly drawn risk SNPs from non-ageing-associated traits in 10,000 repetitions. Arrows indicate the actual observed number of antagonistic and total shared risk SNPs between cancer and degenerative ageing diseases. **c** Same as in **b** for degenerative ageing diseases instead of cancer

The genomic locus with the largest number of shared risk SNPs contains the long non-coding RNA ANRIL that has been found to regulate several adjacent cell cycle regulators including one of the most important markers of cellular senescence and ageing, p16INK4a^58^. This locus encompasses the strongest known genomic risk variant for cardiovascular disease^59^ as well as risk loci for neurodegenerative diseases^60^ and type 2 diabetes^61^. Our analysis reveals that these risk SNPs are antagonistic to risk variants for several major cancers^62,63^. Another locus is contained within the coding region of SH2B3, also known as Lnk, which is an important component of inflammatory signaling^64^ containing risk SNP predisposing to cardiovascular diseases and their risk factors^65^. The alternative allele at this genomic position has been reported as a risk SNP for several major cancers^62,66^.

## Discussion

We find that ageing is associated with an antagonism between cancer and degenerative chronic diseases. It is important to emphasize that the trade-off that we have identified is distinct from other trade-offs considered in the context of the evolutionary theory of ageing such as the concept of antagonistic pleiotropy^67^ or trade-offs identified in the context of the disposable soma theory^68^. The concept of antagonistic pleiotropy posits that ageing-associated changes might be driven by processes that are benefiting the survival to reproduction in the young while having deleterious effects in the old^67^. The disposable soma theory states that the rate of ageing is driven by a trade-off between the investment into reproduction and the maintenance of the individual^68^. Thus, antagonistic pleiotropy considers trade-offs in the effects of molecular processes between young and old individuals while the disposable soma theory considers trade-offs involving the ageing process as a whole. In contrast, we have identified a trade-off between cancer and degenerative diseases as integral part of the ageing process.

The antagonism between cancer and degenerative diseases is evident, though manifested differently, on both the transcriptomic and genomic level. On the transcriptomic level, this antagonism is reflected by a shift of the ageing transcriptome toward that of degenerative diseases and its divergence from cancer-associated gene expression signatures. Examining these alterations at the cellular process level, we find an inverse relation between the direction (up/downregulation) of transcriptomic changes occurring in key processes altered in cancer vs. degenerative ageing disorders. On the genomic level, this trade-off is reflected by the existence of a large number of risk alleles having opposite effects on the predisposition to cancer vs. degenerative ageing diseases. The latter may contribute to the observation that most genomic variants detected for ageing-associated diseases have no influence on human lifespan. As our analysis indicates, key contributors to ageing-mediated disease alignment are immune-associated as well as cell cycle-related processes, with the former being suppressed in cancer and induced in degenerative diseases and the latter induced in cancer and downregulated in degenerative ageing diseases. Since the immune system is the principal systemic barrier to cancer development^41^ and there is an accumulation of potentially carcinogenic DNA damage with age^69,70^, our results suggest that ageing-associated inflammatory processes that purport chronic diseases might actually be geared to counteract precancerous events. These results show that ageing-associated changes do not necessarily always promote ageing diseases but emphasize a separate consideration of cancer vs. degenerative disorders.

As the transcriptomic signatures of cancer and degenerative disorders antagonize each other in key cellular processes involving the immune response and cell cycle regulation, it logically follows that the transcriptomic alterations occurring late in life may thus not be able to drive us away (or bring us closer) to the expression signatures of both cancer and degenerative disorders. Our analysis shows that the ageing transcriptome moves closer to that of the degenerative disorders, which is in agreement with their ever-increasing incidence. Finally, the conservation of the ageing response indicates that the trade-off between cancer degenerative ageing diseases might represent a fundamental characteristic of ageing in vertebrates.

In summary, our work provides a reference for conserved ageing-associated alterations on the transcriptional level and demonstrates a link of these alterations to ageing-associated pathologies. While we mostly report on associations and cannot infer causal relationships, these results represent an important basis for future functional studies that examine the mechanisms that mediate the antagonism between cancer and degenerative ageing diseases.

## Methods

### Zebrafish samples

Zebrafish of the TüAB strain were kept in groups of 20–30 animals under standard husbandry conditions. For expression profiling, zebrafish were killed with MS-222 and cooled on crushed ice. Sampling was performed at noon/early afternoon to avoid effects of circadian rhythms. Brain, liver, and skin tissue from randomly selected male zebrafish at the age of 6, 12, 24, 36, and 42 months were dissected and stored in RNAlater (Qiagen, Hilden, Germany) at −80 °C. Total RNA was isolated with TRIzol (Life Technologies, Darmstadt, Germany) according to the instructions of the manufacturer. The protocols of animal maintenance and experiments were approved by the local authority in the State of Thuringia (Veterinär- und Lebensmittelüberwachungsamt, reference number J-SHK-2684-04-08/11).

### *Nothobranchius furzeri* samples (cross-sectional/longitudinal)

For expression profiling we obtained brain, liver and skin from randomly selected male animals of *N*. *furzeri* (strain MZM-04/10) from the corresponding cohorts at 5, 12, 20, 27, and 39 weeks of age. To avoid effects of circadian rhythms and feeding, animals were always sacrificed at 10 a.m. in fasted state. For tissue preparation, fish were killed with MS-222 and cooled on crushed ice. The protocols of animal maintenance and experiments were approved by the local authority in the State of Thuringia (Veterinär- und Lebensmittelüberwachungsamt, reference number J-SHK_22-2684-04-03-011/13).

### Mouse (cross-sectional/longitudinal) samples

Male C57BL/6J mice at 2, 9, 15, 24, and 30 months of age were randomly selected from a breeding facility and deeply anaesthetized. Whole blood was taken by heart puncture and stabilized in PAXgene Blood RNA tubes according to manufacturer’s instruction (PreAnalytiX GmbH, Switzerland). Furthermore, one cm2 hairless abdominal skin and 1 cm^3^ liver as well as one brain hemisphere were removed. For longitudinal sampling ears were clipped using a die cutter with a diameter of 3 mm (Natsume Seisakusho Co. Ltd., Japan) at 24 and 30 months of age. For the 30 months biopsy the second ear was clipped. All samples were immediately snap frozen and stored at −80 °C. All animal procedures were approved by the local government (Thueringer Landesamt, Bad Langensalza, Germany) and conformed to international guidelines on the ethical use of animals.

### Human samples

Whole blood was taken from healthy male volunteers aged from 24 to 29, 45 to 50, 60 to 65, and 75 to 80 years and stabilized in PAXgene Blood RNA tubes. The same volunteers had a four mm punch biopsy performed above the knee inside the leg. The study was approved by the institutional review board of the Medical Faculty of the Friedrich-Schiller-University (registration number 3369-02/12). Informed consent was obtained from all subjects.

All human and murine samples were homogenized in QIAzol Lysis Reagent (Qiagen, Hilden, Germany) and 0.2 volumes chloroform were added. Following phase separation, the aqueous phase was transferred into a fresh tube, then 0.16 volumes NaAc (2 M, pH 4.0) and 1.1 volumes isopropanol were added. The RNA was precipitated by centrifugation and the pellet was washed with 75% ethanol. Total RNA was re-suspended in water and stored at –80°C until use.

### Human fibroblast cell cultures

Primary human fibroblasts MRC-5, WI-38, BJ and IMR-90 were kept in groups obtained from ATCC (LGC Standards GmbH, Wesel, Germany). HFF cells were kind gifts of T. Stamminger (University Erlangen, Germany). All cell cultures were tested negative for mycoplasma contamination using DNA staining. Cells were cultured as recommended by ATCC in Dulbeccos modified Eagles low glucose medium (DMEM) with L-glutamine (PAA Laboratories, Pasching, Austria), supplemented with 10% fetal bovine serum (FBS) (PAA Laboratories). Cells were grown under normal air conditions in a 9.5% CO_2_ atmosphere at 37 °C. For sub-culturing, the remaining medium was discarded and cells were washed in 1 x PBS (pH 7.4) (PAA Laboratories) and detached using trypsin/EDTA (PAA Laboratories). Primary fibroblasts were sub-cultured in a 1:4 (=2 population doublings (PDs)) or 1:2 (=1 PD) ratio. For stock purposes, cryo-conservation of the cell strains at various PDs were undertaken in cryo-conserving medium (DMEM+10% FBS+5% DMSO). Cells were immediately frozen at −80 °C and stored for two to three days. Afterwards, cells were transferred to liquid nitrogen for long time storage. Re-freezing and re-thawing was not performed to avoid premature senescence. One vial of each of the five different fibroblast cell strains (MRC-5, HFF, BJ, WI-38 and IMR-90) was obtained and maintained in culture from an early PD. On obtaining enough stock on confluent growth of the fibroblasts in 75 cm^2^ flasks, cells were sub-cultured into three separate 75 cm^2^ flasks (“triplicates”) and were passaged until they were senescent in culture.

### Purification of total RNA

Total RNA was extracted as described before^71^. RNA extraction for all samples followed an a priori established standardized protocol. RNA quality and amount were determined using the Agilent Bioanalyzer 2100 with the RNA 6000 Nano Kit (Agilent Technologies). RNA integrity numbers varied between 5 and 10 depending on species and tissue. If RNA integrity numbers were below that threshold, samples were not used.

### RNA-seq

In the case of blood samples, additional depletion of globin mRNA was applied using the GLOBINclear^TM^ kit (Ambion, Thermo Fisher Scientific) following the manufacturer’s protocol. Total RNA/globin mRNA-depleted RNA was introduced into either Illumina’s TruSeq RNA sample preparation kit or TruSeq RNA sample preparation kit v2 following the manufacturer’s description. The libraries were quality-checked and quantified using Agilent Bioanalyzer 2100 with the Agilent DNA 7500 kit (Agilent Technologies) and sequenced using either a HiSeq2000 or HiSeq2500 (Illumina) in high-output and single-end sequencing mode with a read length of 50nt. Sequence information was extracted in FastQ format using CASAVA v1.7/v1.8/v1.8.2 or bcl2fastq v1.8.3 or v1.8.4 (Illumina). Sequencing resulted in around 40–60 million reads per sample. Information about individual samples can be found in Supplementary Note 2 and Supplementary Data 1, sheet “Sample overview”.

### RNA-seq analysis

Read mapping against the respective species-specific reference genome (D. rerio: Zv9.73, M. musculus: GRCm38.69, H. sapiens: GRCh37.66) was performed using the Tophat splice alignment tool, version 2.0.6^72^. *N*. *furzeri* data was processed as described before^73,74^. Depending on species and tissue, 60–95% of reads could be mapped uniquely to the corresponding reference genome. To assign sequence reads to annotated transcripts, we processed the resulting BAM alignment files with the HTSeq software package^75^, later with the featureCounts script^75^. For both methods, we made use of species-specific GTF gene annotation files that were downloaded from the Ensembl website^76^. Read counts per gene were further processed using the R software suite: Read counts were normalized with respect to individual transcript size using exon lengths provided by featureCounts and total amount of all mappable reads (library size), resulting in RPKM values (reads per kilobase of transcript per million reads mapped) for each gene. The counts and RPKM values served as raw data for all subsequent analyses. Outliers were detected using multi-dimensional scaling plots and not considered for further analyses (see Supplementary Data 1). For each organism, genes that showed no detectable expression (RPKM = 0) in one or more samples were excluded from down-stream analysis.

### Derivation of process ontologies

To allow a functional comparison of gene expression data across tissue and species, we mapped expression values to process activity data based upon three different ontologies: Gene Ontology^27^, KEGG Pathway,^28^ and a metabolism-based ontology. Genes for each species were associated to processes using R packages biomaRt^77^ for Ensembl’s^76^ Gene Ontology annotations and gage^78^ for KEGG Pathway. For the metabolism-based ontology, we used the genome-scale human metabolic network, Recon 2.04, as a template^29^. Genes were mapped to metabolic subsystems according to the gene-reaction association of the model. For deriving metabolic functions, human genes were mapped to their respective homologs in the other three species using Biomart version 0.7^77^.

For each ontology, processes were filtered such that only those processes annotated with at least five genes with measured expression in each species and tissue remained. The activity of a process in a sample was calculated as the sum of the expression values of all genes belonging to that process. Please note that this approach is equivalent to considering the average expression of all genes constituting a process due to the subsequent normalization steps described in the following. To render process activity for a specific ontology comparable across samples, process activities were first quantile normalized across all samples. Subsequently, the activity of each process was rank-normalized for each tissue in each species separately and ranks were scaled to a minimum of zero and a maximum of one. In total, we obtained process activity for 1563 processes for Gene Ontology, for 135 processes for KEGG Pathway and for 66 processes for Human Metabolic Pathways.

### Identification of significantly differentially regulated processes

To detect processes that are differentially regulated with age, unbalanced type-II analysis of variance (ANOVA) was applied as implement in the ‘car’^79^ package of R. The outcome (dependent variable) was ‘process activity’ and apart from ‘age group’, ‘species’ (*M. musculus*, *H. sapiens*, *D. rerio*, and *N*. *furzeri*) as well as ‘tissue’ (blood, brain, liver, and skin) were treated as fixed independent factors. In the initial analysis, the factor ‘age group’ consisted of only two groups. From the five groups (young, mature_1_, mature_2,_ old_1_, old_2_, Supplementary Note 2) all individual pairs of age groups were considered. After identification of the highest number of differentially regulated processes between the youngest and the two oldest time points of organismal ageing (Supplementary Fig. 2), the three age groups young, old_1_ and old_2_ were considered as factors in the analysis. All interactions up to three-way were included into the model. Fibroblast data were processed separately from the remaining data to contrast organismal with cell culture ageing. Normality of residuals was tested for each process using the Shapiro–Wilk test as implemented in R. Homogeneity of variance was tested using the Levene test from the ‘car’ package. If any of the two tests yielded *p* ≤ 0.005 in the joint analysis across data sets, the respective process was not further considered. We used a cutoff of 0.005 rather than 0.05 to reduce the rate of false negatives. Nevertheless, our results did not change qualitatively, when a *p*-value cutoff of 0.05 was applied. For Gene Ontology 900 out of 1563, for KEGG Pathways 74 out of 135 and for Human Metabolic Pathways 43 out of 66 processes passed the model assumption tests. For model reduction in ANOVA, we used backward selection with a *p*-value threshold of 0.05. Interactions were iteratively reduced by starting with the highest order of interaction. Main effects or lower order interactions were only removed from the ANOVA model, if no higher order interaction in the model included this interaction or main effect. Model reduction continued until no influence with *p* > 0.05 remained or until the main effect ‘age group’ was removed. Reported FDR-corrected *p*-values correspond to the *p*-value of the main effect ‘age group’. The final *p*-values for the main effect ‘age group’ are provided in Supplementary Data 2 for each ontology and each process. Supplementary Data 1 contains processes with an FDR-adjusted *p* ≤ 0.1. The foldchange of a process was determined by subtracting the mean of the rank-normalized process activities of young samples from the mean of old samples (both old age groups combined). We verified that the ageing-regulation of identified processes was not influenced by obtaining samples from several tissues of the same animal (Supplementary Note 8). ANOVA was also performed as described above, but stratified for tissue (factors ‘age group’ and ‘species’) and stratified for species (factors ‘age group’ and ‘tissue’). Processes were classified as part of the functional signature of ageing, if the following two conditions were met: First, a process needed to be significantly differentially regulated in the analysis of the unstratified data of all species combined. Second, the direction of a significantly differentially regulated process had to be consistent in at least one of the fish and one of the mammalian species. We confirmed that our approach only returned ageing-regulated processes by repeating the entire procedure 100 times with randomly reassigned age labels where we observed only few cases of significantly ageing-regulated processes (Supplementary Note 3). Moreover, we tested whether the similarity in ageing-regulated processes between species could be explained by a random overlap in significantly ageing-regulated processes between species. We found that the similarity of ageing-associated process regulation is unlikely to have arisen by chance alone thereby confirming a strong conservation of the functional signature of ageing (Supplementary Note 3).

We performed several sensitivity tests to assess the accuracy of the identified ageing regulated processes. Thus, we repeated the analysis using an approach for deriving process activity in which all genes were equally weighted. We determined the frequency of significantly differentially regulated genes in differentially regulated processes from the process-based analysis and assessed the effect of inclusion of all age groups in the analysis. We found that differentially regulated processes showed a high degree of similarity across these analyses (Supplementary Note 8).

### Comparison of ageing and disease signatures

Gene expression data for ageing-associated diseases was obtained from various sources (Supplementary Note 2). Only data with age-matched cases and controls was used unless indicated otherwise (skin cancer, brain cancer, and leukemia). We determined differentially expressed genes in our ageing data between the two old age groups and the young age group as described in Supplementary Note 2. Previously reported differentially expressed genes during ageing were obtained from the original works (Supplementary Note 2). AMDA scores for a disease and an ageing data set were determined based on the comparison of normalized foldchanges between cases and controls in the disease data set between ageing-induced and repressed genes. Theoretically, the AMDA score can attain values between −2 and +2, while we only observed a maximal range between −0.34 and +0.52. For each AMDA score we determined the significance of ageing-mediated disease alignment using a Wilcoxon rank-sum test (Supplementary Note 8) and only considered them as significant if the FDR-corrected *p*-value of the test was smaller than 0.05. For more information, see Supplementary Note 8. We repeated the procedure 100 times after randomly swapping ageing-induced and ageing-repressed genes in the ageing data sets. We did not observe a single instance of significant ageing-mediated disease alignment in the randomized ageing data sets (Supplementary Note 8).

### Determination of disease alignment contribution scores

Crude disease alignment contribution (DAC) scores between a process and a disease category were obtained by determining the shift in ageing-mediated disease alignment if genes of that process were removed. After normalization of crude DAC scores (division by number of comparisons and scaling to an absolute maximum of 1), they have a theoretical range of −1 to +1, with −1 corresponding to the process that most strongly contributes to the ageing-associated reversion of a disease signature and +1 corresponding to the process with strongest disease alignment. For more details, Supplementary Note 8.

### R package for multi-species analysis

We implemented our approach of a process-based analysis of gene expression data in the R package PRODEX (PROcess-based Differential EXpression analysis, see code availability). This package allows users to create the mapping of gene expression data onto process activity information for Gene Ontology processes and KEGG Pathway. In addition, PRODEX provides the basic functionality required for analyzing the generated process activity data.

### Genetic analyses

Reported risk alleles from published genome-wide association studies were obtained from GWAS catalog^57^ (release e87 dated 4 January 2017) containing a list of manually curated SNPs reported in genome-wide association studies that meet a specific list of eligibility criteria (see https://www.ebi.ac.uk/gwas/docs/methods). Risk alleles for different types of ageing-associated diseases were obtained through matching reported disease traits with a list of keywords. On the basis of this data, we determined sets of SNPs predisposing to the considered disease categories: cancer, cardiovascular diseases, neurodegenerative diseases and type 2 diabetes, the latter three also collectively considered as degenerative ageing diseases. Through pairwise comparison of SNP sets, we identified shared risk SNPs. Shared risk SNPs correspond either to identical risk SNPs between the two SNP sets or two SNPs that are co-inherited through strong linkage disequilibrium based on data from the 1000 genomes project^9^. On the basis of this information we identified synergistic risk SNPs as those where the same allele was a risk allele in both SNP sets and antagonistic risk SNPs as those where one allele at a genomic position was a risk allele in the first SNP set (i.e., a risk SNP for the first disease) and the alternative allele a risk allele in the other SNP set (i.e., a risk SNP for the other disease). For more information, see Supplementary Note 8. Please note that by using the GWAS catalog data, we combined data from a wide variety of human cohorts (Supplementary Data 1). This might bias results compared to the utilization of one single cohort with available genetic data covering all of the considered diseases with sufficient case numbers at once. However, such a data set is not available yet.

### Code availability

Source code to reproduce the analysis reported in this paper as well as the associated data is available at datadryad.org (doi:10.5061/dryad.4b5n5).

### Data availability

All RNA-seq data generated in this study were uploaded to NCBI’s Gene Expression Omnibus: *Danio rerio* (GSE74244), fibroblasts (GSE63577 / GSE60883), *Homo sapiens* (GSE75337, GSE103232), *Mus musculus* (GSE75192, GSE78130), and *Nothobranchius furzeri* (GSE52462/GSE66712). Further details surrounding the accession numbers of the individual data sets are provided in Supplementary Data 1, sheet “Sample Overview”.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

# Supplementary material for: Transcriptomic alterations during ageing reflect the shift from cancer to degenerative diseases in the elderly
**Source:** Nat Commun. 2018 Jan 30;9:327. doi: 10.1038/s41467-017-02395-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Supplementary Files**

File Name: Supplementary Data 1

Description: Information about samples, data on the multi-species comparison for processes that were identified as being consistently changed across species, AMDA-scores as well as DAC scores, data of the longitudinal analysis and shared risk SNPs between ageing diseases.

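The sheet on the longitudinal data of mice in this file gives, for each process, its mean log fold change within the same animals, its change between age groups of different animals, and the correlation of the within-animal change with lifespan, described as Spearman's. The last column therefore rests on the mice that were clipped at both ages. The sheet of alignment scores holds a score and a p-value for every pair of an ageing data set and a disease data set, and a negative score means that ageing moves expression away from that disease. The sample sheet pairs the libraries of each animal through an animal number and gives the age at death, which the lifespan correlations given here for the 8 mice use.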

File Name: Supplementary Data 2

Description: Information about ageing-associated transcriptional changes for all considered processes, differentially regulated genes for ageing as well as disease analyses, disease alignment analyses.

How the deposited data were processed for this re-analysis (not part of the article)

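RNA-seq of ear biopsies was analysed for 8 male mice, each biopsied at 24 and at 30 months, 16 libraries in all. The authors demultiplexed the single-end reads with bcl2fastq, aligned them with TopHat to GRCm38 with an Ensembl annotation and counted them per gene with HTSeq or featureCounts. The values they deposited are these raw counts per gene, not normalized, with replicates kept apart. The strand setting of the counting is not given in the paper's text, so overlapping and antisense genes, and genes with near-identical copies, are uncertain. The table ends with 5 summary lines that name no gene. They held 18.7% to 21.1% of the reads of a library, were kept out of library sizes and tests, and 3 of them were 0 in every library. The number of columns of samples from elsewhere was 0. Samples were assigned by their titles in the labels and in the paper's sample sheet, which also gives the animal and the age at death.

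Of the 45706 gene identifiers, 45143 had an entry in GENCODE M21 (GRCm38), which supplied symbols, positions and exon lengths. The identifiers without an entry held 0.130% of the counts. A count above 0 in any library was found for 34054 genes and in all 16 libraries for 22421. Xist had 4 to 14 counts per library and Ddx3y 1672 to 3899, as in male tissue.

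Counts were tested in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood test) with a term for each mouse, since the paired libraries come from the same animal. The deviations from the age means were not more alike within a mouse (median correlation -0.05) than between mice (median 0.004). Adjusted p-values are Benjamini-Hochberg values with a threshold of 0.05. Genes are named in the text by a rule fixed beforehand: up to 5 higher and 5 lower genes past the threshold with the same direction in all 8 mice, of which there were none, and 6 mouse genes of those in the paper's text (Cdkn2a for p16INK4a, the others by symbol). Other genes named were picked after their values were seen. Reactome pathways from fgsea 1.28.0 were matched through Entrez identifiers and tested with camera and fry of limma 3.58.1. On counts simulated for 21526 genes, of which 200 were changed, edgeR called 187 of the changed genes, all in the right direction, and 9 unchanged genes. The simulated changes were all larger than the log2 fold change of Nqo1 (0.52), the gene with the smallest adjusted p in the mice. The simulated genes also varied independently. The share called therefore says nothing about smaller changes in the real libraries.

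Process activity, its change within mice and its association with age at death were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 from RPKM values (log2 of single genes with a pseudocount of 0.1). Changes were tested with an exact sign-flip test over all 256 sign patterns and associations with an exact permutation test over all orders of the mice, both two-sided. The across-gene relation was tested by the same exchange of ages at death. On simulated changes of 2000 genes, a relation built to be negative was recovered with a correlation of -0.943. Among 1000 simulated sets of unchanged values the sign-flip test gave a p under 0.05 in 5.20%, and among as many sets shifted by 1.5 SD in 94.4%. Trends of the change with gene length and GC content were removed with splines with 5 degrees of freedom. In simulated data of 21402 genes this lowered a rank correlation with length of 0.837 to -0.001.

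Lists of marker genes fixed before the data were examined were used to compare the make-up of the biopsies: immunoglobulin, plasma and B cell, T cell, macrophage, neutrophil, mast cell, red blood cell, basal keratinocyte, differentiated keratinocyte, hair follicle, sebaceous gland, cartilage, skeletal muscle, fat cell, fibroblast, endothelial, pigment cell, and nerve and Schwann cell. Lists of immediate-early genes and of targets of the transcription factor NRF2 were written after several of their members had been seen to rise. The changes of a list are means of log2 CPM over its genes.

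The alternatives were DESeq2 size factors, DESeq2 1.42.0 with its Wald test, no filter on low counts, genes counted in all libraries, no block on the mouse, age as a continuous covariate, TMM-scaled RPKM, equal weight for each gene, a pseudocount of 1, Pearson's correlation, the change per month, lists without immunoglobulin genes, fry, and each mouse left out in turn. They were fixed before the data were examined, except the fits of pathways without each mouse and the gene filter of the fit without a block, which was made that of the paired fit after its result had been seen. Within-mouse exchanges of the ages were refitted 40 times with edgeR and 24 times with DESeq2 out of 128 possible, the real ages included. The paper's alignment scores, its rank normalization over GO gene lists and the cross-sectional samples were not analysed here.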

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

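All tests in this part were chosen after the values were seen. Among 33 groups of 8 values examined (changes of the process and marker lists per mouse, and measures of the libraries), 9 had a mouse far from the others, where about 1.6 are expected by chance. They fall on mice 29, 43 and 50.

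Mouse 50 stood apart in its change of humoral immune response (1.88 on the log2 scale, next highest mouse 0.63), of collagen and extracellular matrix (1.41, next highest 0.08) and of T cell markers (1.81, next highest 0.23). White blood cells in the tissue are a candidate explanation of the immune part. All 5 marker lists of white blood cells rose most in mouse 50 when restricted to genes that are on no process list: T cell 1.79, macrophage 1.43, neutrophil 0.90, mast cell 1.52, and plasma and B cell 0.34 (next highest mouse 0.27). These restricted lists hold 3 to 8 genes. Of their most abundant genes, Mcpt4 rose in mouse 50 from 80.2 to 185 CPM (at most 116 in the other mice at either age) and Mrc1 from 61.2 to 178 (at most 115), Blk stayed low (1.66 and 2.37), and Trdc (18.5 and 14.0) and Mmp9 (7.37 and 4.36) were lower at 30 months, so the rise is not shared by all these genes. Of the full lists, 8 of 12 T cell and 7 of 10 macrophage genes are also on a process list, and skin holds such cells at any time. The levels argue against blood left in the biopsy, in which haemoglobin would be the most abundant transcript. Red blood cell markers, most of them haemoglobin genes, gained 138 CPM in sum in mouse 50 and reached 238 CPM, while the immune response genes gained 15851 CPM. They gained 243 CPM in mouse 64 and 130 CPM in mouse 29, whose immune response changed by 0.14 and 0.20 on the log2 scale. A biological explanation that the ages at death offer is closeness of death, since mouse 50 died 0.9 months after its second biopsy and the others 2.0 to 3.7 months after it. By the labels, every second biopsy was taken at 29.0 to 30.1 months. The months from that biopsy to death therefore rank the mice in nearly the same order as age at death, and the 2 relations are not separate. Over the 8 mice the change in immune response was related to these months with r = -0.75 (two-sided exact permutation p = 0.0311, adjusted 0.0830 over 8 relations) and rho = -0.60 (exact permutation p = 0.132, adjusted 0.353). Without mice 50 and 64, the farthest from the median, r was -0.47 (exact permutation p = 0.372), and without mouse 50 alone -0.37 (exact permutation p = 0.438), so the relation rests on mouse 50 in large part and closeness of death, illness, and a local inflammation of the ear cannot be told apart. The rise of the summed collagen list in mouse 50 went with fibroblast markers (1.45), of which 5 of 10 genes are also on a process list. The other 5 rose by 0.80 (next highest mouse 0.18). The rise did not extend to the Reactome set Collagen biosynthesis and modifying enzymes, which was higher in 0 of 8 mice. That set has other members, and the list is a sum governed by its most highly expressed genes. The cause of this difference was not tested, nor was a technical explanation for the rise of the list in mouse 50.

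Mouse 29 stood apart by a fall in cell division (-0.97, next lowest mouse -0.12) and in pigment cell markers (-1.79, next lowest -0.36), and its library at 30 months had the largest share of reads outside genes (18.1%, next 16.8% at that age and at most 17.8% at 24 months). Hair follicles in their growth phase hold dividing and pigmented cells, so a different hair phase in the biopsied skin is a candidate explanation. Hair follicle markers fell by 1.79 in mouse 29, but they also fell by 1.87 in mouse 75, 1.55 in mouse 13 and 1.29 in mouse 14, where cell division changed by -0.06, -0.12 and -0.09 and pigment cell markers by -0.28, -0.17 and -0.36. This argues against hair phase, as far as these markers show it, as the whole reason why mouse 29 stands apart. The change in cell division followed that of hair follicle markers with r = 0.69 over the 8 mice (two-sided exact permutation p = 0.0819, adjusted 0.164) and rho = 0.67 (exact permutation p = 0.0831, adjusted 0.332). Without mice 43 and 21 r was 0.37 (exact permutation p = 0.371), and without mouse 29 alone 0.85 (exact permutation p = 0.0173), so 8 mice leave open whether hair phase has a part in the differences between the other mice. With pigment cell markers r was 0.97 (exact permutation p = 0.00838, adjusted 0.0564) but rho 0.45 (exact permutation p = 0.267), and r was 0.90 without mouse 29 alone (exact permutation p = 0.0671), 0.97 without mouse 43 alone (exact permutation p = 0.0671) and 0.08 without both (exact permutation p = 0.861), so that relation rests on these 2 mice together. The larger share of reads outside genes was not tested further. The depth of this library (29875101 reads on genes) lies near the median.

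Mouse 43 stood apart by a rise in sebaceous gland markers (1.22, next highest mouse 0.21), by a fall in fat cell markers (-1.90, next lowest 0.29) and by the share of counts on mitochondrial genes in its library at 24 months (4.54%, next 3.15% at that age and at most 3.93% at 30 months). Its skeletal muscle markers fell by 3.54 on the log2 scale while the mean over the 8 mice rose by 0.85 (1.48 without it). A different amount of muscle in the biopsies is a candidate explanation. The change of each mouse along the first principal component of all libraries followed its change of muscle markers with r = 0.86 (two-sided exact permutation p = 0.0141, adjusted 0.0564) and rho = 0.71 (exact permutation p = 0.0576, adjusted 0.332). Without mice 43 and 13 r was 0.46 (exact permutation p = 0.342), and without mouse 43 alone 0.52 (exact permutation p = 0.224), so the relation rests on mouse 43 in large part, and muscle genes enter the component itself. An exchange of its libraries is the other explanation that stays open. Of the 1209 genes with p under 0.01 in the other 7 mice, 37.6% changed the same way in mouse 43, against 62.9% to 88.9% for each of the other mice among the genes found without it. If the labels of mouse 43 alone are exchanged, edgeR calls 3 genes and 3997 genes have an unadjusted p under 0.05, while exchanging any other mouse gives 838 to 2002. Its cartilage markers and immediate-early genes, however, moved in the same direction as in most mice. The exchange cannot be told apart from a different make-up of the biopsies, because the labels and the genes give no mark of the ear or date that differs within a mouse. No sample was regrouped.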

How the results depend on the processing

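Of 290 recomputed values, 272 kept their direction and their side of the threshold or stayed within 1.5 times the count. For the changes and lifespan associations of the 5 lists this holds for 131 of 134 values. That tally does not measure how far these values moved, since only direction and side of the threshold count. It includes the fit without mouse 50, where the collagen change moved from -0.10 to -0.32 and that of immune response from 0.33 to 0.09. With so few mice, staying on the side above the threshold says little about stability. The smallest adjusted p-value over the alternatives and left-out mice was 0.156 for a change and 0.0476 for an association. Across genes and pathways all 26 values stayed negative, the smallest exact permutation p being 0.0657.

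The number of genes past the threshold was 0 with DESeq2's size factors, without a filter on low counts, with genes counted in all 16 libraries, with age as a continuous covariate and in each of the 8 fits that left out a mouse (1833 genes without mouse 21 to 3772 without mouse 43 at an unadjusted p under 0.05). DESeq2's Wald test called 240. All 240 had an unadjusted p under 0.05 in the same direction in edgeR, and 152 changed one way in all 8 mice. Without the block on the mouse 3 genes were called, Nqo1, Sox15 (higher) and Kcng4 (lower), which were named after their values were seen, and no call for the 5 lists changed without the block. The cause of these differences was not tested. Under DESeq2's Wald test the adjusted p of Nqo1 was 3.85e-11, against 0.0158 without the block and 0.0696 in the paired edgeR test. Foxo3 was at 0.062 (log2) without the block.

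For pathways, fry called 0 (37 at an unadjusted p under 0.05), no block 86 and no filter 81, beside 78. Across the 8 fits that each left out a mouse, chosen after seeing the data, the number ranged from 16 to 101. The cause was not tested.

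Across the fits that left out a mouse, the change in cell division ranged from -0.17 to 0.032, its rho with age at death from 0.50 to 0.90 (past the threshold only without mouse 13), and the rho of lysosome and glycan degradation from -0.64 to 0.054. The log2 fold changes ranged from -0.32 to 0.068 for E2f1, from -0.14 to 0.059 for Foxo3 and from -0.013 to 0.10 for Sh2b3. The cause was not tested. Depth limits Cdkn2a, at 0.223 CPM at 24 months.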

Other observations

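With the following exceptions, the tests in this part were chosen after the result they bear on was seen. The removal of trends on gene length and GC content was fixed before its outcome was known. The change per month was among the alternatives set at the start. The lists of cell and tissue markers were fixed before the data were examined. The adjusted p of Nqo1 comes from the main edgeR test, although the gene was picked after its values were seen.

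The ages were exchanged within mice at random to see how often other assignments give as much. As many genes past the threshold as with the real ages (0) were found in all 40 of 40 assignments, so that count carries no information. The 2593 genes with an unadjusted p under 0.05 were the most of the assignments drawn (1 of 40; the next had 2462, the median of the others was 715), and so were the 240 genes of DESeq2 (1 of 24; the next had 216, the median of the others was 0). In both, the real assignment leads only narrowly, and the exchange of mouse 43 alone, which was not among those drawn and was fitted separately with edgeR, gave more genes with an unadjusted p under 0.05 (3997). Of the 21526 genes, 596 changed one way in all 8 mice, where 168 are expected by chance if genes and mice are independent. For pathways, 32 of the 40 assignments gave at least as many as the 78 found with the real ages, with a median of 116 among the others and up to 375. The number of pathways called by camera therefore does not set the real ages apart from exchanged ones.

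The change correlated with gene length (rho = -0.16 across genes) and with GC content (rho = 0.14), which could arise from the libraries rather than from age. After both trends were removed, 73 pathways passed the threshold and 71 of the 78 were among them with the same direction, which argues against these trends as the whole cause. Collagen biosynthesis kept an adjusted p of 0.00047 (camera), whereas Mitotic Prometaphase moved to 0.228.

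Nqo1 (ENSMUSG00000003849, GRCm38 chromosome 8, 107388225 to 107403206) had the smallest adjusted p of all genes. It rose from 17.5 ± 1.50 to 25.2 ± 2.40 CPM (SD, n = 8), a log2 fold change of 0.52 (standard error 0.058, adjusted p = 0.0696 from edgeR), in 8 of 8 mice. Its protein is an oxidoreductase whose gene is a target of the transcription factor NRF2, whose activity may be higher at 30 months. The other 23 NRF2 targets rose on average by 0.11 on the log2 scale, in 7 of 8 mice (two-sided exact sign-flip p = 0.0234), and with Nqo1 the list rose by 0.13 (exact sign-flip p = 0.0156). The list was written after members had been seen to rise, so its test cannot decide. Immediate-early genes, which respond to handling and to tissue removal within minutes, rose by 0.32 in 8 of 8 mice (exact sign-flip p = 0.00781, the smallest that 8 mice allow), with 32 of 35 genes higher on average. This list too was chosen afterwards, and age and handling before the second biopsy cannot be told apart, since every second biopsy was taken at 30 months.

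Of the 18 lists of cell and tissue markers, none had a change with an adjusted p under 0.05 (two-sided exact sign-flip test, smallest adjusted value 0.422), and 2 had an unadjusted p under 0.05. Cartilage markers fell by 0.41 (lower in 6 of 8 mice, exact sign-flip p = 0.0313, all 16 genes lower on average), and pigment cell markers fell by 0.38 (lower in 7 of 8 mice, exact sign-flip p = 0.0469), or by 0.18 without mouse 29. The list values carry the sampling of a small piece of tissue. Less cartilage in the clip of the second ear is a candidate explanation for the fall of cartilage and collagen genes, but it cannot be told apart from an effect of age, because the second ear was always the one clipped at 30 months. The most abundant cartilage gene, Cilp, was at 149 to 274 CPM at 24 months and at 116 to 234 at 30 months.

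Of the 18 lists, only cartilage and endothelial markers (0.52 on the log2 scale, higher in 6 of 8 mice, 0.42 to 0.65 with a mouse left out) had a mean change that moved by less than 1.5 times whichever mouse was left out. The means of 7 lists changed sign: T cell (0.11, but -0.14 without mouse 50), mast cell (0.12, -0.08 without mouse 50), neutrophil (0.21, -0.02 without mouse 50), basal keratinocyte (-0.08, 0.01 without mouse 50), sebaceous gland (0.10, -0.06 without mouse 43), red blood cell (0.17, -0.09 without mouse 64), and nerve and Schwann cell (0.01, -0.05 without mouse 13 and -0.03 without mouse 64). Of the 9 others, pigment cell included, the means ranged over the left-out mice from 0.50 (without mouse 13) to 1.48 (without mouse 43) for skeletal muscle, from 0.19 (mouse 64) to 0.64 (mouse 43) for fat cell, from 0.07 (mouse 50) to 0.50 (mouse 13) for macrophage, from -0.55 (mouse 50) to -0.09 (mouse 29) for immunoglobulin, from -0.36 (mouse 50) to -0.15 (mouse 29) for plasma and B cell, from -0.58 (mouse 50) to -0.17 (mouse 29) for fibroblast, from -0.95 (mouse 43) to -0.34 (mouse 75) for hair follicle and from -0.06 (mouse 21) to -0.02 (mouse 29) for differentiated keratinocyte markers. Their SD between mice ranged from 0.12 for differentiated keratinocyte to 2.20 for skeletal muscle markers, so these means mostly describe single mice. The keratinocyte, cartilage and muscle genes are expressed in ear tissue throughout, with Krt10 at 9333 to 13540 CPM at 24 months, so these lists describe amounts rather than presence. For age at death, 8 mice do not settle a relation to the change of skeletal muscle markers (r = -0.12, two-sided exact permutation p = 0.787, rho = 0.10, p = 0.825) or of hair follicle markers (r = 0.39, exact permutation p = 0.344, rho = 0.35, p = 0.397). Without the 2 mice farthest from the median of the markers, r was 0.45 (exact permutation p = 0.397) and -0.15 (exact permutation p = 0.821), and without mouse 43 alone 0.57 (exact permutation p = 0.184) and -0.03 (exact permutation p = 0.947). Other single mice moved the values the other way. Without mouse 50 hair follicle markers had r = 0.57 (exact permutation p = 0.190) and rho = 0.65 (exact permutation p = 0.126). Without mouse 13 muscle markers had r = -0.29 (exact permutation p = 0.537).

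The time between the biopsies differed between mice and could have shaped the lifespan association. With the change per month in place of the change, the correlation across genes was -0.28 (exact permutation p = 0.247), beside -0.26 (exact permutation p = 0.187). The rho with age at death had the same value for cell division, immune response and humoral immune response. None of these values passed the threshold. Intervals of 5.0 to 6.3 months can leave ranks as they were, and no adjustment for the interval was fitted. The scaling therefore cannot exclude the interval as a cause there. For lysosome rho was -0.43, beside -0.30. For collagen it was -0.20 (exact permutation p = 0.629), beside -0.44, so a part of that value may come from the time between the biopsies, which 8 mice leave open. Age at death and the months between the biopsies were related with r = 0.22 (two-sided exact permutation p = 0.591) and rho = 0.29 (exact permutation p = 0.472), without mice 43 and 50 with r = 0.50 (exact permutation p = 0.308), and without mouse 43 alone with r = -0.16 (exact permutation p = 0.744). Without mouse 50 alone r was 0.67 (exact permutation p = 0.0917) and rho 0.73 (exact permutation p = 0.0821), so this relation depends on single mice. The change in cell division and the months from the second biopsy to death had r = 0.42 (exact permutation p = 0.289) and rho = 0.48 (exact permutation p = 0.243), and without mice 50 and 64 r = 0.63 (exact permutation p = 0.189). Single mice moved this rho in both directions, to 0.86 without mouse 13 (exact permutation p = 0.0238, unadjusted) and to 0.29 without mouse 29 (exact permutation p = 0.556).

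In the paper's table of 92 processes, 4 lifespan correlations reach an exact p under 0.05 for 8 mice, where 4.46 are expected by chance. The number therefore needs no association of single processes with lifespan, which says nothing about a shared trend over many processes. The paper's strongest value is that of DNA-dependent DNA replication (rho = 0.910, exact permutation p = 0.00308), with a smallest adjusted p of 0.283 over the 92. The paper's second is regulation of vasculature development (rho = -0.802, exact permutation p = 0.0222).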
